# Comparisons of Transcriptional Profiles of Gut Genes between Cry1Ab-Resistant and Susceptible Strains of *Ostrinia nubilalis* Revealed Genes Possibly Related to the Adaptation of Resistant Larvae to Transgenic Cry1Ab Corn

**DOI:** 10.3390/ijms18020301

**Published:** 2017-01-30

**Authors:** Jianxiu Yao, Yu-Cheng Zhu, Nanyan Lu, Lawrent L. Buschman, Kun Yan Zhu

**Keywords:** *Bacillus thuringiensis*, Cry1Ab, microarray, European corn borer, gene expression, *Ostrinia nubilalis*, transgenic corn

## Abstract

A microarray developed on the basis of 2895 unique transcripts from larval gut was used to compare gut gene expression profiles between a laboratory-selected Cry1Ab-resistant (R) strain and its isoline susceptible (S) strain of the European corn borer (*Ostrinia nubilalis*) after the larvae were fed the leaves of transgenic corn (MON810) expressing Cry1Ab or its non-transgenic isoline for 6 h. We revealed 398 gut genes differentially expressed (i.e., either up- or down-regulated genes with expression ratio ≥2.0) in S-strain, but only 264 gut genes differentially expressed in R-strain after being fed transgenic corn leaves. Although the percentages of down-regulated genes among the total number of differentially expressed genes (50% in S-strain and 45% in R-strain) were similar between the R- and S-strains, the expression ratios of down-regulated genes were much higher in S-strain than in R-strain. We revealed that 17 and 9 significantly up- or down-regulated gut genes from S and R-strain, respectively, including serine proteases and aminopeptidases. These genes may be associated with Cry1Ab toxicity by degradation, binding, and cellular defense. Overall, our study suggests enhanced adaptation of Cry1Ab-resistant larvae on transgenic Cry1Ab corn as revealed by lower number and lower ratios of differentially expressed genes in R-strain than in S-strain of *O. nubilalis*.

## 1. Introduction

Transgenic crops expressing insecticidal proteins from the bacterium *Bacillus thuringiensis* (Bt) have been adopted in insect pest management programs worldwide [1]. For example, transgenic Bt corn has successfully managed devastating insect pest, the European corn borer (*Ostrinia nubilalis* Hübner) [2]. However, insects have a remarkable ability to adapt and develop resistance to Bt toxins and this is considered the main threat to the continued success of Bt crops in the field [3]. In fact, field evolved resistance to Bt crops has already been reported in *Spodoptera frugiperda*, *Pectinophora gossypiella*, *Diabrotica virgifera virgifera* [4] and *Helicoverpa armigera* [5]. Although field evolved resistance to Bt corn has not been reported in *O. nubilalis*, selection with Dipel-ES (including several Bt protoxins) resulted in 65-fold resistance to Cry1Ab (LC_50_) after seven generations [6], and selection with Cry1F protoxin resulted in >3000-fold resistance [7].

The most common Bt resistance mechanisms include the changes in proteolytic processing of Cry toxins [8] and changes in binding of Bt toxins to midgut receptors [9]. For example, a Dipel-selected strain of *O. nubilalis* was found to be associated with reduced protease activity and its resistance can be virtually abolished when resistant insects were fed on transgenic Bt corn (MON810-event) [6,10]. Similar resistance mechanisms have been found in other insect species [11]. Changes of Bt receptors, such as cadherin-like protein (Cad), aminopeptidase N (APN) and alkaline phosphatase (ALP) may also lead to Bt resistance in insects. A highly variable Cad protein (caused by alternative splicing) was found to associate with field-evolved resistance to Bt cotton in *P. gossypiella* [12], and a deletion mutation in the aminopeptidase N1 gene was related to Cry1Ac resistance in *H. arimgera* [13]. In addition, reduced abundance or binding of receptors for Cry1F has been found to associate with Cry1F resistance in *S. frugiperda* [14,15,16]. Furthermore, cellular signaling pathways and pore-formation may interact with each other in Bt resistance development. For example, the mitogen-activated protein kinase pathway (MARK signaling pathway) appeared to alter the expression of ALP and ATP-binding cassette transporter subfamily C (ABCC) genes in the gut of a Cry1Ac resistant strain of *Plutella xylostella* [17].

Theoretically, any changes in gut proteins that are associated with Bt toxicity, including proteases, membrane binding partners and intracellular defense molecules either through differential expression, alternative splicing, silencing or mutation, could potentially confer Bt resistance. However, differences in gut transcriptional responses to the ingestion of transgenic plants expressing a Bt toxin have not been systematically examined in Bt-resistant and susceptible strains of an insect species. In this study, we used microarrays to compare gut gene transcriptional responses between Cry1Ab-resistant and susceptible strains of *O. nubilalis* when larvae were fed transgenic Cry1Ab corn leaves. We hypothesized that Cry1Ab-resistant and susceptible strains of *O. nubilalis* larvae might respond differently in transcription of gut genes when larvae were fed on the leaves of transgenic corn expressing Cry1Ab toxin, and such differential expression profiles may also potentially help us better understand how insects may adapt transgenic Bt crops by regulating gut gene expression and reveal candidate genes contributing to Bt toxicity and/or resistance in insects.

## 2. Results and Discussion

### 2.1. Comparison of Susceptibilities of S- and R-Strain Larvae to Cry 1Ab Protoxin and Transgenic Cry1Ab Corn Leaves

The LC_50_ of R-strain was 48 μg/mL diet whereas the LC_50_ of S-strain was 0.2 μg/mL diet (Table 1). Resistance ratio of R-strain reached 220 folds to Cry1Ab protoxin. Even though third-instar larvae were resistant by more than 200 folds to Cry1Ab protoxin, they were not able to survive on transgenic corn leaves. The LT_50_ for the early third-instar larvae of R- and S-strains were 5.4 and 3.6 days, respectively (Table 1) and no mortality was found in either R- or S-strain larvae fed non-transgenic corn leaves expressing Cry1Ab toxin. The previous study in our laboratory also showed that both S and R-strain larvae maintained similar susceptibility to Bt corn [10].

### 2.2. Gene Expression Profiles of S- and R-Strain Larvae Fed Transgenic Corn Leaves

When the larvae fed Cry1Ab transgenic corn leaves were compared with those fed non-transgenic corn leaves, 398 out of 2895 gut genes showed significantly differential expression in S-strain, but only 264 gut genes showed significantly differential expression in R strain (expression ratio ≥2.0 with *p* value <0.05) (Figure 1). This reflects approximately 34% more gut genes with significant expression changes in S-strain than in R strain. This implies that the larvae of R-strain have better adapted to Cry1Ab toxin than the larvae of S-strain because fewer gut genes in R-strain changed the expression when the larvae ingested transgenic corn leaves expressing Cry1Ab toxin.

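RNA from pools of 5 guts was hybridised to single-colour custom Agilent arrays after larvae of S- and R-strains had fed on transgenic or non-transgenic corn leaves for 6 h. There were 4 pools, each on its own array, for each strain and corn, and 16 arrays in all. The 8 arrays of S-strain lay on 1 slide and the 8 arrays of R-strain on the other. The slides were scanned apart, so strain, slide and scan cannot be told apart, whereas both corns shared each slide. Each array held 12972 non-control probes of 60 bases. In S-strain larvae, 9244 to 10614 of them (median 10430.5) were well above background on the arrays of transgenic corn and 10409 to 10709 (median 10603) on those of non-transgenic corn. In R-strain larvae, the ranges were 10681 to 11010 (median 10773) and 10519 to 11010 (median 10857.5). The 75th percentile of the signal lay between 733 and 1166 on the S-strain slide and between 1334 and 2084 on the R-strain slide. The number of arrays limits the precision of every value.

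For each array the authors deposited the processed signal of each spot, an intensity after background subtraction and detrending, and a table of log2 values that equal the log2 processed signal minus a constant for each array. Here the log2 processed signal was scaled by subtracting the 75th percentile of the array. Spots marked as outliers were left out, and the 11160 probes well above background on at least 4 of the 16 arrays were kept. The deposited files do not pair probes with genes. Probes whose ends shared at least 20 identical bases were therefore joined into 5256 probe groups, and the mean of the kept probes was the value of a group. Of these groups, 4685 had a kept probe and were fitted with limma on all arrays. A gene can be spread over several probe groups and related genes can share one, so numbers of probe groups are not numbers of genes. A probe group was past the threshold at a Benjamini-Hochberg adjusted p under 0.05 with an expression ratio of at least 2.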

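In S-strain larvae, 964 of 4683 probe groups (20.6%) were past the threshold between transgenic and non-transgenic corn leaves. In R-strain larvae, 445 of 4669 probe groups (9.53%) were past it. The alternative that moved the number in S-strain by the largest factor was a minimum ratio of 3, with 414 probe groups. Weighting the arrays by their quality brought the strains closest, with 915 in S-strain and 732 in R-strain.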

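The change in R-strain was compared with the change in S-strain for each probe group by a direct test of the difference of the corn response between strains. This difference was past the threshold for 323 of 4668 probe groups (6.92%). Of these, 198 were past the threshold for the corn response in S-strain only, 45 in R-strain only, 29 in both strains and 51 in neither. Normexp background correction lowered the number to 55. The median SD between replicate arrays of the same corn was 0.333 on the log2 scale in S-strain and 0.284 in R-strain. After the variance between replicates had been subtracted, the spread of the log2 ratios was 0.920 in S-strain and 0.644 in R-strain. The number of changed probe groups in S-strain exceeded that in R-strain under 27 of 27 alternatives that kept all arrays and gave both numbers, by a factor of 1.25 to 3.15. From the smaller number of genes that changed in R-strain, the paper proposes that its larvae have better adapted to Cry1Ab toxin.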

Of the 398 gut genes in S-strain that were differentially expressed when exposed to transgenic corn leaves expressing Cry1Ab toxin, 199 were up-regulated and 199 were down-regulated. 

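Among the S-strain probe groups past the threshold, 427 were higher on transgenic corn, with a median ratio of 2.60, and 537 were lower. The probe of ECB_Gut 1671 rose 31.5-fold, from a log2 value of -2.78 to 2.20 relative to the 75th percentile of the array (SE of the log2 ratio 0.25, limma adjusted p = 3.79e-08). ECB_Gut 7803, a group of 5 probes, was higher on transgenic corn (limma adjusted p = 0.0138). It was above background on only 1 of the 4 arrays of non-transgenic corn, and its log2 ratio lay between 3.57 and 9.34 over the alternatives, the fits without an array included. It was not past the threshold with array weights or at an adjusted p under 0.01. ECB_Gut 10337, also a group of 5 probes, was lower on transgenic corn (limma adjusted p = 3.79e-08), with log2 ratios between -8.04 and -3.99. So was the probe of ECB_Gut 4418 (limma adjusted p = 9.79e-05), with log2 ratios between -5.41 and -1.97. Each of these 2 was above background on 3 of the 4 arrays of transgenic corn. Normexp gave the smallest change of each of the 3, and the size of the change in dim signals depends on the background correction.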

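In R-strain, 282 probe groups past the threshold were higher on transgenic corn and 163 were lower. The median ratio of those that rose was 2.46. With the array of transgenic corn replicate 1 left out, 570 probe groups were past the threshold.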

Of the 264 gut genes in R-strain that were differentially expressed when exposed to transgenic corn leaves, 145 were up-regulated and 119 were down-regulated. In these two strains, 40 down-regulated gut genes and 34 up-regulated gut genes were in common between the two strains (Figure 1). 

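Past the threshold in both strains were 262 of the 4668 probe groups tested in both. Of these, 176 rose in both strains, 81 fell in both and 5 changed in opposite directions. Random overlap of the responses, which share no array, would give 91.4 (Fisher's exact test, one-sided, p = 3.85e-79 across probe groups, which are not independent of each other). Both responses came from the same fit with 1 variance for each probe group, which can raise the overlap. When each response was fitted only on its own arrays, 260 were past the threshold in both. The shared probe groups were 58.9% of those past the threshold in R-strain and 27.2% of those in S-strain. The number that fell in both strains depended on the R-strain array of transgenic corn replicate 1. Without it 204 rose and 134 fell in both, and with array weights 198 rose and 143 fell.

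**Figure D1:**
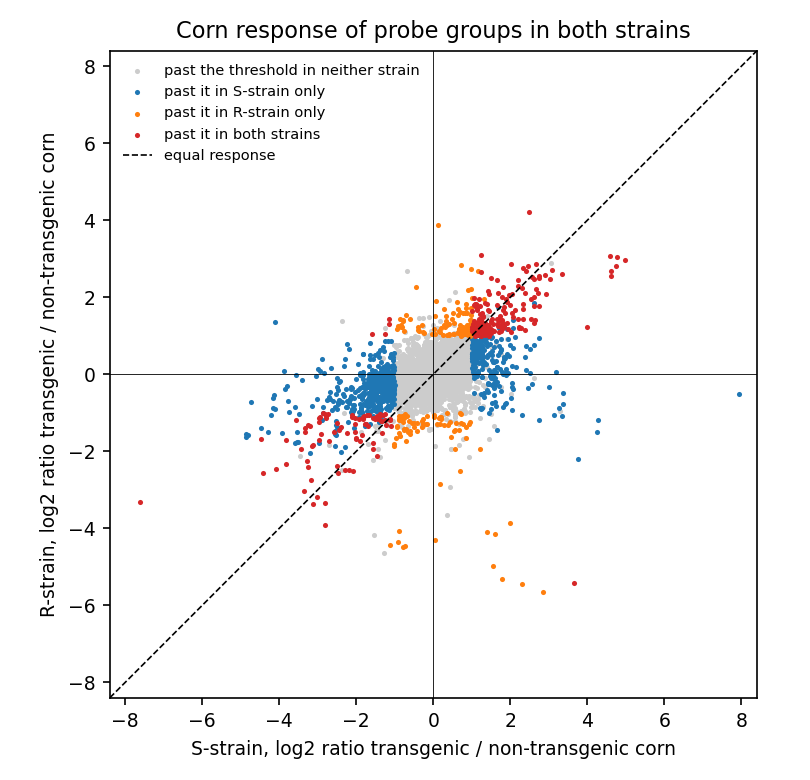
Log2 ratio of transgenic to non-transgenic corn for each tested probe group in S-strain (horizontal axis) and in R-strain (vertical axis), coloured by the strains in which it is past the threshold. Of the 262 probe groups past the threshold in both strains, 176 rose in both and 81 fell in both. Of the 81, 65 fell more in S-strain.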

Although the percentages of down-regulated genes among the total number of differentially expressed genes (199 genes or 50% in S-strain; 119 genes or 45% in R-strain) were similar between R- and S-strains, the expression ratios of down-regulated genes were much higher in S-strain than in R-strain (Table 2). For example, contig[0243], a trypsin-like gene (Accession No: AFM77760), was significantly down-regulated in both strains and the expression ratio in S-strain was almost twice as large as in R-strain. 

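Of the probe groups past the threshold, 55.7% were down-regulated in S-strain and 36.6% in R-strain. The median expression ratio of the down-regulated probe groups was 2.97 in S-strain and 2.54 in R-strain. Among the probe groups down-regulated in both strains, the median fall was 4.76-fold in S-strain and 2.55-fold in R-strain. The fall was larger in S-strain for 65 of 81. Among those up-regulated in both, the strains were closer, with a median rise of 2.76-fold in S-strain and 2.58-fold in R-strain. The rise was larger in S-strain for 111 of 176. Of all that fell in S-strain, 454 were also lower on transgenic corn in R-strain, where the median ratio of those that fell in S-strain was 0.695. For 167 of the 537 that fell in S-strain the difference between the strains was itself past the threshold. The shares that fell depended on the background correction and on array weights. With normexp, which moved the median log2 ratio of all probe groups in S-strain to 0.52, 207 of 672 fell in S-strain and 86 of 213 in R-strain, which is the larger share. With array weights 55.6% fell in S-strain and 47% in R-strain.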

The possible biological functions of differentially expressed genes were further examined by searching for descriptions of their homologs in the gene databases (Table S1). However, nearly one third of these transcripts (122 out of 398 in S-strain and 95 out of 264 in R-strain) did not have detailed functional annotations.

Yao et al. [18] reported that when S-strain larvae were fed an artificial diet containing Cry1Ab protoxin, 174 gut genes showed significantly differential expressions. Among these genes, 94 were up-regulated and 82 were down-regulated. If we compare the numbers of differentially expressed gut genes between S-strain larvae fed artificial diet containing Cry1Ab protoxin and S-strain larvae fed transgenic corn leaves expressing Cry1Ab toxin, 75 gut genes (27 + 48) were in common (Figure S1). However, if we compare the numbers of differentially expressed genes among S-strain larvae fed artificial diet containing Cry1Ab protoxin, and S- and R-strain larvae fed transgenic corn leaves expressing Cry1Ab toxin, 48 gut genes were in common (Figure S1). This suggests that these 48 genes may be directly or indirectly involved in cell protection during Cry1Ab attack (Table S2). For example, several genes, such as contig[0814], contig[0009], and contig[4527], were down-regulated in all the three treatments, and the highest down-regulation ratios were found in S-strain larvae fed transgenic corn leaves, whereas the lowest down-regulation ratios existed in R-strain larvae fed transgenic corn leaves. These results also suggested that the change of gut gene expression in R-strain larvae was less responsive to the ingestion of transgenic corn expressing Cry1Ab toxin than that of S-strain larvae, which could be explained by the adaptation of R strain larvae to Cry1Ab toxin.

### 2.3. Gut Genes Potentially Involved in Cry1Ab Toxin Activation or Degradation

Serine protease-mediated Bt resistance has been documented in many studies [19,20,21]. In our current study, the gut genes encoding serine proteases-like trypsins and chymotrypsins, were all down-regulated in both R- and S-strain larvae fed transgenic corn leaves expressing Cry1Ab toxin (Figure 2). These down-regulated serine protease-like genes in S-strain larvae included contig[0130], contig[0147], contig[4021], contig[0573], contig[0243], contig[0039], contig[3466], contig[0578], contig[3118], contig[0293], contig[2151], and ECB-C18-B11 (Figure 2A). 

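Probes were assigned to serine protease-like genes only where a probe contained at least 18 consecutive bases of the primers in Table 3. This gave a probe group for 4 such genes, Contig[0130], Contig[0293], ECB-C-18-B11 and Contig[0039]. Transcripts of related genes that share these sites would bind the same probes. In S-strain, 4 of the 4 were lower on transgenic corn, with log2 ratios between -1.63 and -0.93, and 3 were past the threshold. In R-strain, 4 of the 4 were lower, with log2 ratios between -0.67 and -0.16, and 0 were past the threshold (limma adjusted p between 0.0978 and 0.499). With array weights ECB-C-18-B11 was past the threshold in R-strain, at a log2 ratio of -1.063.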

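Contig[0130], measured by the 5 probes of ECB_Gut 508, had a log2 value of 0.40 ± 0.39 (SD, n = 4 arrays) on transgenic corn and 1.90 ± 0.44 (SD, n = 4) on non-transgenic corn in S-strain larvae. Its expression was 2.82-fold lower on transgenic corn (limma adjusted p = 0.000142). ECB-C-18-B11, with the 4 probes of ECB_Gut 7513, had -1.14 ± 0.19 (SD, n = 4) and 0.42 ± 0.28 (SD, n = 4), and was 2.95-fold lower (limma adjusted p = 0.000435). Contig[0293], with the 5 probes of ECB_Gut 2262, had -1.97 ± 0.77 (SD, n = 4) and -0.33 ± 0.45 (SD, n = 4), and was 3.10-fold lower (limma adjusted p = 0.000834). For each of these genes, every array of transgenic corn was below every array of non-transgenic corn, and every probe of the group fell.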

Two serine protease-like genes (contig[0243], ECB-C-18_B11) were also down-regulated in S-strain larvae fed Cry1Ab protoxin (Table S2). However, the level of down-regulation for contig[0243] was approximately 2.7-fold higher in the larvae fed transgenic Cry1Ab corn leaves than those fed Cry1Ab protoxin.

In contrast, four serine protease-like genes (contig[0389], contig[1207], contig[3704], and contig[4768]) were up-regulated more than 5-fold in S-strain larvae fed Cry1Ab protoxin [18], but were not differentially expressed in S-strain larvae fed transgenic corn leaves. In addition, three serine protease-like genes (contig[0243], contig[0039], contig[0578]) were down-regulated in both strains (Figure 2A,B), but their changes of expression ratios in R-strain larvae were much lower than in S-strain larvae. 

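Contig[0039] was measured by the 10 overlapping probes of ECB_Gut 6550, of which 5 contain its primers. The paper designed 5 probes for each gene, so the group can hold probes of another transcript. The 5 with the primers were not tested alone. In S-strain its log2 value was 1.76 ± 0.27 (SD, n = 4 arrays) on transgenic corn and 2.69 ± 0.07 (SD, n = 4) on non-transgenic corn. Its expression was 1.91-fold lower (limma adjusted p = 0.000205), below the ratio of 2 that the threshold asks for. In R-strain the values were 2.28 ± 0.23 (SD, n = 4) and 2.44 ± 0.07 (SD, n = 4), a 1.12-fold lower expression that was within the spread between replicates (limma adjusted p = 0.499). The log2 ratios of the 10 probes lay between -1.23 and -0.79 in S-strain and between -0.26 and -0.08 in R-strain. In S-strain the fall passed a ratio of 2 with normexp, at a log2 ratio of -1.01, and without transgenic corn replicate 3, at -1.05.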

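The difference of the corn response between strains was tested for the 4 serine protease-like genes whose primers matched probes. For Contig[0130] the log2 ratio was 1.14 higher in R-strain than in S-strain (SE 0.32, limma adjusted p = 0.0426), which was past the threshold. It was not past it under 18 of 37 alternatives, among them normexp, quantile normalization, a median shift, no filter on dim probes and outlier spots kept. For Contig[0039] the difference was 0.77 (SE 0.21, limma adjusted p = 0.0362), less than a ratio of 2. The differences for Contig[0293], 1.27 (SE 0.44, limma adjusted p = 0.0943), and for ECB-C-18-B11, 0.89 (SE 0.38, limma adjusted p = 0.174), were not past the threshold after adjustment over all probe groups.

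**Figure D2:**
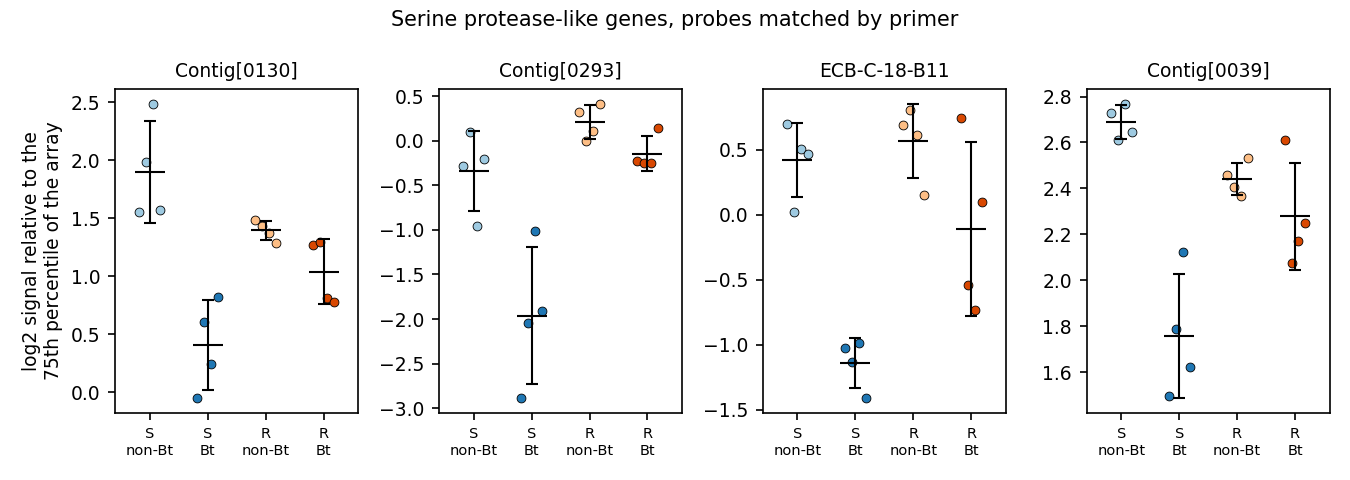
Log2 signal of 4 serine protease-like genes relative to the 75th percentile of the array, for larvae of S- and R-strains fed non-transgenic (non-Bt) or transgenic (Bt) corn leaves. Points are the 4 arrays of each group and bars the mean and SD, and the arrays of both corns are apart in S-strain and overlap in R-strain.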

Overall, the change in expression ratios of serine protease genes appeared to be more dramatic in S-strain larvae than in R-strain larvae fed on transgenic Cry1Ab corn leaves. These results provide genetic evidences of larval adaptation to Cry1Ab toxin in R strain.

### 2.4. Gut Genes Might Be Potentially Involved in Toxin Binding

We did not find any significant difference in the expression of cadherin gene in S- and R-strain larvae. However, we found that four APN genes (contig[1398], contig[5112], ECB-V02-D07 and ECB-V05-D12) were significantly down-regulated and one APN gene (contig[4776]) was up-regulated in S-strain larvae fed transgenic corn leaves (Figure 2A). In contrast, we found that three APN genes (contig[1398], contig[4776], and J-ECB-41_F04) were significantly up-regulated and one APN gene (contig[5112]) was down-regulated in R-strain larvae fed transgenic corn leaves (Figure 2B). 

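Probes containing a primer from Table 3 were found for 2 of the APN genes, Contig[1398] and Contig[5112]. Contig[1398], measured by the 2 probes of ECB_Gut 2843, had a log2 value of -0.24 ± 0.34 (SD, n = 4 arrays) on transgenic corn and 0.86 ± 0.35 (SD, n = 4) on non-transgenic corn in S-strain larvae. It was 2.14-fold lower on transgenic corn (limma adjusted p = 0.000884). The log2 ratio was -0.93 without transgenic corn replicate 2, -0.97 with normexp and -0.998 without non-transgenic corn replicate 3, and each of these is under a ratio of 2. Contig[5112] was measured by the probe of ECB_Gut 9538 that overlaps the probe with its primer, because every spot of the latter was marked as an outlier on the R-strain arrays of non-transgenic corn. Its values were -1.73 ± 0.22 (SD, n = 4) and -0.03 ± 0.23 (SD, n = 4), and it was 3.25-fold lower on transgenic corn (limma adjusted p = 2.97e-06).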

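In R-strain larvae, Contig[1398] had a log2 value of 1.43 ± 0.20 (SD, n = 4 arrays) on transgenic corn and 0.56 ± 0.27 (SD, n = 4) on non-transgenic corn. It was 1.83-fold higher on transgenic corn (limma adjusted p = 0.00949), which did not reach a ratio of 2. It did so with array weights, at a log2 ratio of 1.025. Contig[5112] had -0.57 ± 0.26 (SD, n = 4) and -0.10 ± 0.08 (SD, n = 4), and was 1.39-fold lower (limma adjusted p = 0.0494). Leaving out the probe with its primer, for lack of spots on non-transgenic corn, was a rule set after values had been seen, those of the paper included. With that probe averaged in on the arrays where it had values, as it was handled first, the log2 ratio of Contig[5112] was 0.21. With outlier spots kept it was -0.70. The corn response of Contig[1398] was 1.97 higher on the log2 scale in R-strain than in S-strain (SE 0.30, limma adjusted p = 0.00213). That of Contig[5112] was 1.23 higher (SE 0.23, limma adjusted p = 0.00504). The difference for Contig[5112] was not past the threshold with normexp, at 0.77, or with outlier spots kept, at 0.855.

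**Figure D3:**
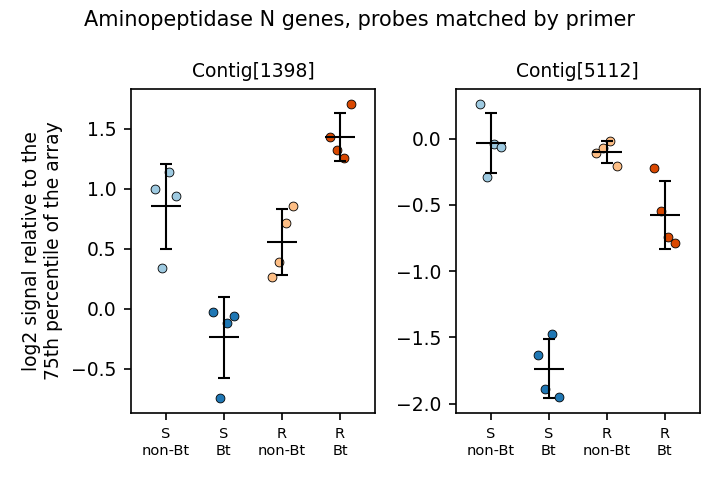
Log2 signal of 2 APN genes relative to the 75th percentile of the array, for larvae of S- and R-strains fed non-transgenic (non-Bt) or transgenic (Bt) corn leaves. Points are the 4 arrays of each group and bars the mean and SD, and on transgenic corn both genes are lower in S-strain, whereas in R-strain Contig[1398] is higher.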

We suggest that the up-regulated APN genes (e.g., contig[4776]) might be involved in degradation of Cry1Ab toxin whereas down-regulated genes (e.g., contig[5112]) might play an important role in the Cry1Ab binding as reduced expression of Cry1Ab binding receptors can reduce the toxicity of Cry1Ab to insects. It should also be pointed out that the expression level of contig[1398] was 2.5-fold lower but that of contig[4776] was 17-fold higher in R-strain larvae than in S-strain larvae even if these larvae were not exposed to Cry1Ab (Figure 3).

Xu et al. [22] identified APN-N1 in *O. furnacalis* (GenBank accession No: ACX85727), which shares 98% identity with contig[1398], as a Cry1 toxin resistance gene with lower expression in *O. furnacalis* and *H. armigera*. They also reported that APN-N2 of *O. furnacalis* (GenBank accession No: ACB47287), which shares 95% identity with contig[4776], was involved in Bt toxicity in *O. furnacalis*. Other studies also showed that silencing of aminopeptidase genes by RNAi resulted in decreased susceptibility to Cry toxin in *O. nubilalis* and *S. exigua* [23]. Thus, these studies also support our notion that contig[4776] and contig[1398] could play roles in *O. nubilalis* resistant to Cry1Ab. Further research would be necessary to reveal biological roles of these APN genes in the degradation of Cry1Ab toxin and in the reduction of Cry1Ab binding in *O. nubilalis*.

### 2.5. Transcriptional Responses of Other Genes Potentially Involved in Larval Defense to Bt Toxins

Five out of six genes in S-strain and three out of the six genes in R-strain, potentially involved in the biosynthesis and metabolism of chitin and the formation of gut peritrophic matrix, were significantly down-regulated in larvae fed transgenic Cry1Ab corn leaves. These genes include chitin deacetylase 2 (contig[0233]), chitin deacetylase 5b (contig[0505]), chtinase 8 (contig[0188]), peritrophic matrix chitin binding protein (contig[4654]), glucosamine-fructose-6-phosphate aminotransferase 2 (ECB-C-05_D05), and fructose-6-phosphate aminotransferase 2 (contig[4598]) (Table S1). Although many of these genes are involved in chitin biosynthesis and metabolism, which can’t be easily related to larval defense to Cry1Ab, it is well-known that chitinases are major enzymes that degrade chitin. The down-regulation of chitinase genes is likely to avoid weakening the gut peritrophic matrix of insects [24,25]. Thus, the down-regulation of chitinase gene may serve as a defense mechanism against Cry toxins by maintaining the integrity of the gut system.

Our study also revealed a significant up-regulation of a heat shock protein (HSP) 70 gene (contig[0227]) in both S- and R-strain larvae fed transgenic Cry1Ab corn leaves. Hsp70, Hsp90 and Hsp60, which have been identified as markers of stress-related responses in insects, can be induced by many different stressors. These genes may also function in gene-regulation networks to maintain cell homeostasis [26], and have been considered as defense factors against bacterial and virus infection in arthropods [27,28]. Indeed, Hsp70 has been well-characterized as a stress-induced gene in the silk worm [29]. In the castor semi-looper, (*Achaea janata*), the exposure to Cry toxin, as considered as an oxidative stress, also induced the expression of several genes encoding antioxidant enzymes [30]. Based on these studies, it is likely that the up-regulation of Hsp70 in both S- and R-strain larvae fed transgenic Cry1Ab corn leaves may be related to the stress posed by Cry1Ab toxin and could be used as an indicator of Cry1Ab exposure in *O. nubilalis*.

### 2.6. Summary and Possible Constraints of the Study

This study identified differentially expressed gut genes when *O. nubilalis* larvae were fed transgenic corn leaves expressing Cry1Ab toxin. Specifically, more gut genes (398) changed their expression levels in S-strain (398) than in R-strain (264). 

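Across all tested probe groups, the log2 ratios of the corn response in R-strain were related to those in S-strain with an orthogonal slope through the origin of 0.555. Leaving out each array in turn gave slopes between 0.505 and 0.692. Pearson's r across probe groups, which are not independent replicates, was 0.493. Among the probe groups past the threshold in both strains, which were chosen for their change in both, the slope was 0.783. Array weights gave the largest slope over all probe groups among the alternatives that kept all arrays, 0.734.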

The ratios of differentially expressed genes were also much higher in S-strain than in R-strain (Table 2). Many of these differentially expressed genes appear to be related to Bt toxicity and resistance [31]. Overall, these results provide genetic evidences of larval adaptation to Cry1Ab toxin when R-strain larvae ingested transgenic corn leaves expressing Cry1Ab toxin. Our research represents the first systematic study by using genomic approaches to compare transcriptional responses of the gut genes in a major agricultural insect pest fed transgenic corn leaves expressing Cry1Ab toxin and its non-transgenic corn isoline. Such expression profiles may help us better understand how insects may adapt transgenic Bt crops by regulating gut gene expression and reveal candidate genes contributing to Bt toxicity and/or resistance in insects.

However, care must be taken when we explain insect responses based on the differential gene expression data from the larvae fed transgenic corn leaves expressing Cry1Ab toxin and non-transgenic corn leaves. 

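At an expression ratio of at least 1.5 with the same adjusted p, 1604 probe groups changed in S-strain and 806 in R-strain. At a ratio of at least 3, 143 changed in R-strain, and with no minimum ratio 1828 changed in S-strain and 928 in R-strain.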

We chose a 2-fold difference in expression as indicative of a response to Cry1Ab; however, this cut-off is arbitrary. It is possible that the differentially expressed genes between R- and S-strain larvae fed each of the two corn lines could be attributed to possible differences unrelated to either Bt toxicity and resistance. This contention was supported by the large number of differentially expressed genes between S- and R-strain larvae fed non-transgenic corn leaves (Table S3). For example, among 15 serine protease and serine protease-like gut genes, 14 showed decreased expression in R-strain as compared with S-strain. Most of these genes showed low levels of differential expression. However, three of these genes, ECB-V-27_E08, J-ECB-50_G05 and contig[1207], displayed 23.76-, 42.35- and 14.06-fold, respectively, decreased expression in R-strain larvae. These genes could be potentially involved in resistance to Cry1Ab protoxin through a reduced activation of the protoxin to Cry1Ab toxin as R-strain was originally selected with Cry1Ab protoxin [32]. In contrast, a multidrug resistance 1A-like gene (J-ECB-33_E10) showed 59.13-fold higher expression in R-strain than in S-strain. Such a dramatically increased expression of this gene in R-strain as compared with that of S-strain may suggest its involvement in Bt resistance. 

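Between R- and S-strain larvae fed non-transgenic corn leaves, 953 of 4677 probe groups (20.4%) were past the threshold. Of these, 388 were higher in R-strain and 565 were lower. The balance depended on the scaling, since 469 were higher and 474 lower with a median shift, and 493 were higher and 439 lower with quantile normalization. All arrays of a strain were on the same slide, so a difference between strains cannot be told apart from a difference between slides. Of the 6 genes with probes matched by primer, 0 were past the threshold in limma, and 1 had an unadjusted p under 0.05.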

Multidrug resistance proteins are ATP-binding cassette subfamily B proteins which can contribute to insect resistance to multiple Bt toxins [33].

It is also possible that some of differentially expressed genes in R-strain or S-strain larvae fed the two corn lines could be attributed to possible differences in plant physiology (e.g., expression levels of plant nutrients, antinutrients, and other metabolites) between the two corn lines although they are near isolines. If such physiological differences between the two corn lines exist, they may also modify the levels of differential gene expression in R- or S-strain larvae fed the two corn lines. Additionally, selection for Cry1Ab-resistance over 137 generations may have led to accumulation of multiple genetic changes, especially as the level of exposure to Bt was increased over time. Low levels of Bt exposure in early generations may have selected for certain genetic differences that enable the insects to overcome weak intoxication (e.g., detoxification mechanisms, reduced expression of receptors), whereas high exposure later in selection may have caused stronger mechanisms of resistance. Thus, it is not possible from the present research to determine what gene expression differences would be relevant under field conditions, where *O. nubilalis* larvae are exposed to a high dose of Cry1Ab in plants.

It is also difficult to distinguish gene expression differences that are related to a mechanism of resistance from those that are related to the effects of intoxication. As resistant insects are less affected by Cry1Ab toxicity, defense mechanisms would be expected to not be activated, or activated at lower levels. For example, most genes in Table 2 responded very similarly in R- and S-strains. These genes may represent a response to exposure to Bt but not to resistance or to toxicity. The subset that respond less in R- than in S-strain but in same direction (e.g., carboxylesterases/carboxypeptidases, some transporters, sterol desaturases, alcohol dehydrogenase, carbonyl reductase, cytochrome b561-like, peroxisomal membrane protein, cystathionine γ-lysase), could be related to a physiological response to intoxication in S-strain that are not triggered in R-strain.

In addition, further studies will be necessary to validate or clarify functional roles of differentially expressed genes in Cry1Ab toxicity and resistance. Clearly, RNAi would be a logical approach for follow-up studies. Currently, however, lepidopteran insects, such as *O. nubilalis*, have not been a taxonomic group with robust RNAi responses, which limits our follow-up studies to validate or clarify functional roles of differentially expressed genes in *O. nubilalis*.

## 3. Materials and Methods

### 3.1. Insect Larvae Rearing and Transgenic Corn Planting

A Bt-resistant strain (R-strain, Sky) and its susceptible isoline strain (S-strain, Meads) of *O. nubilalis* were kindly provided by Blair Siegfried at the University of Lincoln-Nebraska [32], in which R-strain had been selected from S-strain by feeding them an artificial diet containing Cry1Ab protoxin (0.3 µg/mL) for 137 generations in the laboratory. The eggs were collected from wax paper each day and kept in insect rearing cups which provided high humidity (above 80%) until they hatched. Newly hatched larvae were transferred to artificial diet and reared to the third instar for testing. The larval developmental stage was determined by transferring individuals to a new rearing dish after each molt.

The transgenic Cry1Ab corn (Pioneer 34P88 with MON810) and its isoline (Pioneer 34P86) (Pioneer Hybrid Inc., Johnston, IA, USA) were planted in the greenhouse and grown until the six-leaf stage at Kansas State University, Manhattan, KS, USA. Fresh corn leaves were collected daily and cut into ca. 4-cm^2^ pieces and were fed to the larvae.

### 3.2. Bioassays of Cry 1Ab Protoxin and Transgenic Cry1Ab Corn Leaves

To assess the resistance level of R-strain larvae to Cry1Ab protoxin for gene expression analysis, LC_50_ values of Cry1Ab protoxin were determined in both R- and S-strains according to previously described studies [18]. Each bioassay was conducted with more than 360 third-instar larvae that were fed artificial diet containing Cry1Ab protoxin at 0, 0.3, 3, 10, 25, 50, 100, and 234 μg/mL. Each concentration was replicated three times with an average of 16 larvae in each replicate. To ensure that the larvae actually fed the treated diet, they were starved for 24 h and then transferred into rearing cups with the diet containing Cry1Ab protoxin. Mortality was recorded after seven days. The LC_50_ values were analyzed for R- and S-strains by probit analysis using Statistical Analysis System (SAS Institute, Cary, NC, USA). Previous studies showed that the LC_50_ values of Cry1Ab activated toxin and Cry1Ab protoxin for R-strain were essentially the same [34]. Therefore, we didn’t repeat the bioassays in the current study.

To evaluate the resistance level of R-strain to transgenic corn expressing Cry1Ab toxin, bioassays were conducted by feeding early third-instar larvae of both R- and S-strains with transgenic corn leaves at 26 °C and 16L:8D photoperiod. In this experiment, all tested larvae were starved for 24 h before they were individually transferred into rearing cups with transgenic or non-transgenic corn leaves (one larva per rearing cup). The bioassay for each strain was replicated three times and each replicate included approximately 50 larvae. The fresh leaves were replaced daily and the survival was recorded daily for one week. The LT_50_ values for both R- and S-strains were calculated by probit analysis using Statistical Analysis System (SAS Institute).

### 3.3. Microarray Analysis

Forty early third-instar larvae of each strain were starved for 24 h and then individually transferred to 20 rearing cups containing transgenic corn leaves and 20 rearing cups containing non-transgenic isoline corn leaves. After feeding for 6 h, guts of these larvae were dissected and five guts were pooled as one sample. Total four replicates (four samples) of each treatment were obtained for total RNA extraction. The experiment included two treatments (S- and R- strains), two corn materials (Cry1Ab transgenic and non-transgenic corn leaves) and four replicates for a total of 16 biological samples. Total RNA for each same was extracted using TRIzol reagents (Invitrogen, Frederick, MD, USA). RNA quantity and quality were determined using a NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA) and an Agilent 2100 bioanalyzer, respectively.

Five oligonucleotide probes from each of 2895 unique genes from *O. nubilalis* larval gut [35] were computationally designed using Agilent’s probe design algorithms (Agilent, Santa Clara, CA, USA). Two Agilent custom microarray slides (each containing 8 microarrays) for a total of 16 microarrays were used to compare gut transcriptional responses in the larvae of R- and S-strains after fed transgenic and non-transgenic corn leaves. Each microarray was tested with 12,972 probes representing 2895 unique larval gut genes of *O. nubilalis*. The microarrays on each slide were randomly assigned a feeding treatment and replication. The signal intensity of each hybridized spot on array slides was qualified and quantified with Agilent Feature Extraction Ver. 9.5 software (Agilent). The raw data files with 12,972 customer designed probes and control probes extracted by Agilent Feature Extraction software were imported to GeneSpring GX11 for normalization algorithm [18]. The expression of each gene for each strain was expressed as the ratio between the transgenic corn leave-fed group and the non-Bt leave-fed group for resistant and susceptible strains, respectively. These ratios were then tested statistically at a *p* value <0.05 (one-way ANOVA) with expression ratio ≥2.0 as significant. Gene ontologies for those significantly differential expressed genes (i.e., either up or down-regulated genes with expression ratio ≥2.0 at a *p* value <0.05) were further analyzed by using Blast2go (available on: http://www.blast2go.org) at level 2. The datasets of the gene expression profiles have been deposited in the NCBI Gene Expression Omnibus (GEO) repository with the accession number of GSE87393 (available on: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87393).

### 3.4. Validation of Expression Changes by RT-qPCR

All candidate gut genes with significantly differential expressions were identified based on the model of action of Cry toxin-induced pore formation. The expression ratio of each candidate gene was also validated further by reverse transcription quantitative PCR (RT-qPCR). In this validation, 1.0 µg of total RNA from each microarray replicate sample was reverse-transcribed in a 20-μL reaction mixture with Fermatas ReverAid™ First Strand cDNA synthesis kit (Fermentas, Glen Burnie, MD, USA). The specific primers for 20 selected genes and the reference gene ribosome protein L18 (*RPL18*) were designed using Beacon 7 Designer™ (Primer Biosoft, Palo Alto, CA, USA) (Table 3). RT-qPCR was performed with 2-step amplification protocol (40 cycles of 95 °C for 30 s, 56 °C for 30 s) on a Bio-Rad iCycler (Bio-Rad Laboratories, Hercules, CA, USA) using Fermentas SYBR green qPCR kit. To make comparisons of expression levels of the selected gut genes, the abundance of each gene was normalized to *RPL18* after feeding on transgenic and non-transgenic corn [18]. The expression ratio of each gene was calculated using the normalized gene expression abundance for insect guts from larvae fed transgenic corn leaves divided by the expression abundance for insect guts from larvae fed non-transgenic corn leaves.

## 4. Conclusions

We identified differentially expressed gut genes after Cry1Ab-susceptible and resistant larvae of *O. nubilalis* were fed transgenic corn leaves expressing Cry1Ab toxin. More gut genes changed their expression levels in S-strain than in R-strain. The ratios of differentially expressed genes were also much higher in S-strain than in R-strain. Many of these differentially expressed genes appear to be related to Bt toxicity and resistance. Our study strongly suggests enhanced adaptation of Cry1Ab-resistant larvae on transgenic Cry1Ab corn as revealed by lower number and lower ratios of differentially expressed genes in R-strain than in S-strain. However, care must be taken when we explain insect responses based on the differential gene expression data because of other unknown variables as discussed in this paper. Further studies will be necessary to validate or clarify functional roles of differentially expressed genes involved in Cry1Ab toxicity and resistance in *O. nubilalis*.

## Figures and Tables

**Figure 1:**
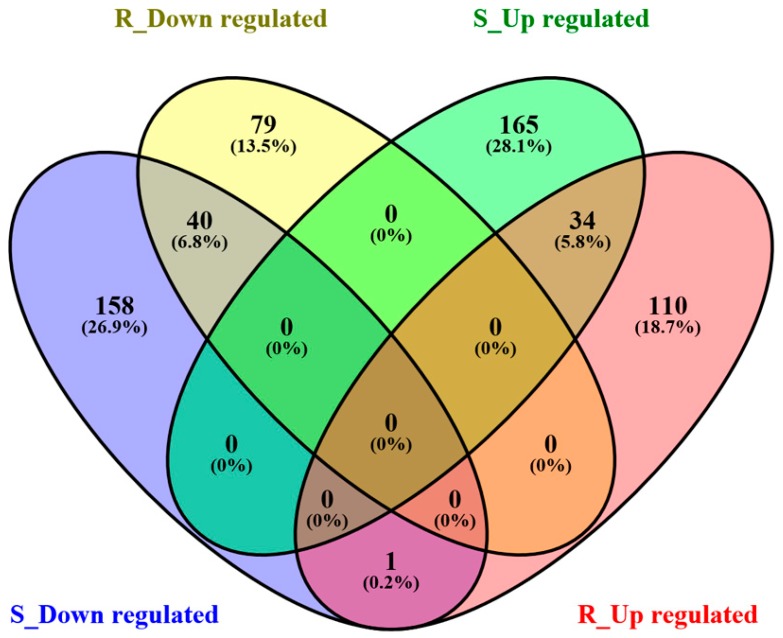
A Venn diagram showing the numbers of up- and down-regulated gut genes in S- and R-strain larvae of *O. nubilalis* fed transgenic corn leaves expressing Cry1Ab toxin as compared with those fed non-transgenic corn leaves. S_Down regulated (slate blue), S_Up regulated (green), R_Down regulated (yellow), and R_Up regulated (salmon) denote down- and up- regulated gut genes in S- and R-strains of *O. nubilalis* larvae fed transgenic corn leaves expressing Cry1Ab for 6 h, respectively.

**Figure 2:**
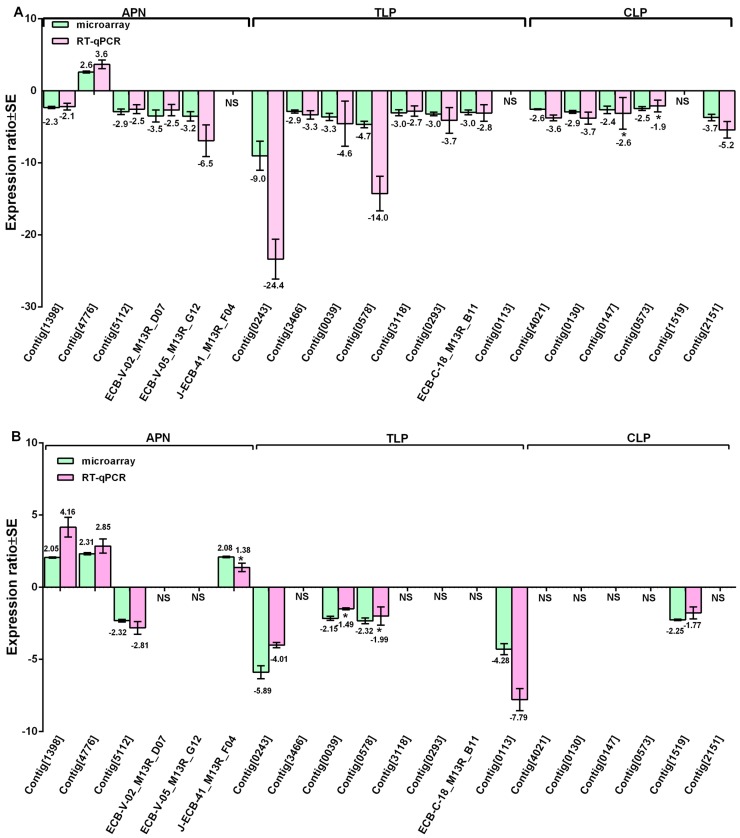
Comparison of microarray (green bars) and reverse transcription quantitative PCR (RT-qPCR) (pink bars) analyses for three functional groups of the gut genes with significantly differential expressions in S-strain (**A**) and R-strain (**B**) of *O. nubilalis* larvae fed transgenic Cry1Ab corn leaves relative to non-transgenic corn leaves. Aminopeptidase (APN), trypsin-like proteases (TLP), and chymotrypsin and chymotrypsin-like proteases (CLP). “NS” indicates the gene did not show significantly differential expression. The symbol “*” indicates that RT-qPCR of the genes did not show significant difference between transgenic corn Cry1Ab and non-transgenic corn treatments (*p* > 0.05).

**Figure 3:**
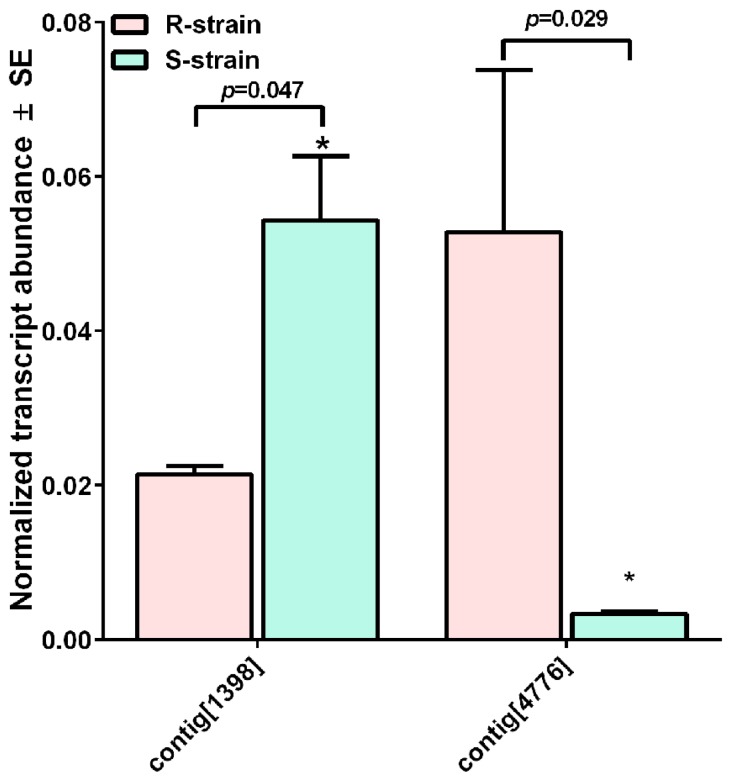
The transcriptional abundances of two aminopeptidase genes (contig[1398] and contig[4776]) in larval guts of R-strain (red) and S-strain (green) in the absence of Cry1Ab exposure as evaluated by RT-qPCR. The symbol “*”denotes statistical difference at 0.05 between R- and S-strain larvae (Student’s *t*-test).

**Table 1:** LC_50_ (μg/mL) and LT_50_ (days) data from probit analysis for R- and S-strains of *O. nubilalis* larvae fed Cry1Ab protoxin and transgenic corn leaves expressing Cry1Ab toxin (Cry1Ab corn), respectively.

Treatment	Strains	Number of Larvae	Slope and SE	LC_50_/LT_50_ (95% CI)	*Chi*-Square	*p*-Value > *Chi-*Sq	Resistance Ratio
Cry1Ab protoxin	R	365	0.61 ± 0.12	48.47 μg/mL (30.18–78.43)	10.62	0.94	220
	S	365	1.24 ± 0.15	0.22 μg/mL (0.14–0.33)	29.56	0.058	
Cry1Ab corn	R	144	0.74 ± 0.06	5.38 days (4.79–6.00)	42.06	0.16	-
	S	175	1.32 ± 0.16	3.68 days (3.47–3.88)	22.39	0.13	-

**Table 2:** List of gut genes in S- and R-strain larvae of *O. nubilalis* with a significantly differential expression after fed transgenic Cry1Ab as compared with those fed non-transgenic (control) corn leaves for 6 h.

EST ID	GenBank EST ID ^#^	Sequence Description	*E*-Value	GenBank Homolog	Expression Ratios ± SE *	
					S:Plant	R:Plant
**Trypsin, chymotrypsin, serine protease inhibitors and cysteine B like proteases**						
Contig[0039]	GH997464.1	trypsin serine protease (*Ostrinia furnacalis*)	0.0	AAX62032	−3.63 ± 0.28	−2.01 ± 0.01
Contig[0243]	GH998064.1	trypsin-like serine protease 12 (*Ostrinia nubilalis*)	1 × 10^−174^	AFM77760	−9.02 ± 0.89	−5.89 ± 0.45
Contig[0578]	GH996481.1	chymotrypsin-like protease (*Helicoverpa armigera*)	6 × 10^−124^	AFW03964	−4.68 ± 0.32	−2.32 ± 0.20
**Aminopeptidase**						
Contig[1398]	GH993761.1_1605111	aminopeptidase N isoform 1 (*Ostrinia furnacalis*)	0.0	ACJ64827	−2.32 ± 0.12	2.05 ± 0.04
Contig[4776]	GH998970.1	Cry1Ab-RR resistance protein APN2 (*Ostrinia furnacalis*)	0.0	ACJ64828	2.59 ± 0.08	2.31 ± 0.07
Contig[5112]	GH997440.1	aminopeptidase N 3a (*Ostrinia nubilalis*)	0.0	ADA57169	−2.90 ± 0.17	−2.32 ± 0.10
**Carboxylesterase and carboxypeptidase**						
Contig[5691]	GH990344.1	carboxyl/choline esterase (*Helicoverpa* ar*m*igera)	6 × 10^−56^	ADJ96632	−10.91 ± 0.52	−4.57 ± 0.09
ECB-V-29_E10	GH996536.1	midgut carboxypeptidase 2 (*Danaus plexippus*)	3 × 10^−20^	EHJ75106	−17.64 ± 2.56	−4.19 ± 0.35
Contig[0009]	GH992549.1	zinc carboxypeptidase A 1 (*Danaus plexippus*)	8 × 10^−78^	EHJ72811	−3.85 ± 0.22	−2.09 ± 0.01
Contig[0019]	GH998697.1	plasma glutamate carboxypeptidase (*Danaus plexippus*)	3 × 10^−106^	EHJ64655	−6.65 ± 0.31	−2.28 ± 0.04
**Chitin related transcripts**						
Contig[0505]	GH991666.1	chitin binding PM protein (*Helicoverpa armigera*)	0.0	ABU98616	−3.30 ± 0.35	−2.43 ± 0.04
Contig[0233]	GH989367.1	chitin deacetylase 2 (*Mamestra brassicae*)	1.25 × 10^−66^	AEI30869	−2.60 ± 0.10	−2.44 ± 0.06
ECB-C-05_D05	GH992955.1	glucosamine-fructose-6-phosphate aminotransferase 2 (*Culex cuinquefasciatus*)	6.25 × 10^−21^	XP_001848160	−2.88 ± 0.07	−2.10 ± 0.03
**Transcription regulator factors**						
ECB-09_F07	GH997837.1	Rho GTPase-activating protein 12-like (*Acyrthosiphon pisum*)	1.68 × 10^−65^	EHJ79227	2.70 ± 0.18	2.76 ± 0.19
ECB-V-14_D07	GH995295.1	Reverse transcriptase (*Ostrinia nubilalis*)	5 × 10^−11^	ABO45233	2.30 ± 0.09	2.22 ± 0.04
**Heat shock protein**						
Contig[0227]	GH997898.1	heat shock cognate 70 (*Plutella xylostella*)	0.0	BAE48743	2.36 ± 0.14	2.06 ± 0.03
**Transporter**						
Contig[0814]	GH998546.1	sodium-bile acid cotransporter (*Danaus plexippus*)	1 × 10^−27^	EHJ73754	−14.14 ± 0.62	−4.21 ± 0.26
Contig[1314]	GH993616.1	putative amino acid transporter (*Danaus plexippus*)	2 × 10^−73^	EHJ64672	−3.80 ± 0.14	−2.52 ± 0.16
Contig[4763]	GH998142.1	sodium-bile acid cotransporter (*Aedes aegypti*)	2 × 10^−65^	XP_001662576	−10.83 ± 2.43	−6.56 ± 0.40
Contig[5496]	GH998547.1	putative sugar transporter (*Danaus plexippus*)	2 × 10^−103^	EHJ70957	−2.66 ± 0.19	−2.36 ± 0.10
Contig[5743]	GH993678.1	putative amino acid transporter (*Danaus plexippus*)	7 × 10^−97^	EHJ64672	−3.96 ± 0.22	−2.55 ± 0.07
ECB-16_F07	GH998441.1	sodium-dependent phosphate transporter (*Danaus plexippus*)	4.45 × 10^−57^	EHJ78425	−5.51 ± 0.60	2.83 ± 0.13
ECB-21_C09	GH998857.1	sugar transporter (*Culex quinquefasciatus*)	6.29 × 10^−30^	EHJ73890	−4.90 ± 0.24	−2.12 ± 0.06
ECB-V-22_E06	GH995942.1	putative GDP-fucose transporter (*Danaus plexippus*)	7 × 10^−134^	EHJ67364	2.02 ± 0.01	2.39 ± 0.02
J-ECB-39_E12	GH992066.1	sugar transporter (*Anopheles darlingi*)	3.41 × 10^−15^	ETN58527	−9.56 ± 1.92	−4.35 ± 1.13
J-ECB-52_H10	GH988032.1	putative monocarboxylate transporter (*Danaus plexippus*)	3.05 × 10^−17^	EHJ67333	−3.30 ± 0.27	−2.13 ± 0.07
J-ECB-55_E04	GH988996.1	monocarboxylate transporter 9-like (*Bombyx mori*)	6.00 × 10^−38^	XP_004927805	−3.62 ± 0.24	−3.88 ± 0.10
**Xenobiotics detoxification enzyme**						
Contig[0004]	GH992504.1	glutathione S-transferase (*Choristoneura* *fumiferana*)	4.79 × 10^−52^	AAF23078	−8.76 ± 1.41	−2.95 ± 0.11
**Other metabolic enzymes**						
Contig[0923]	GH999509.1	neutral lipase (*Helicoverpa armigera*)	7.84 × 10^−80^	AFI64310	−7.96 ± 0.50	−10.45 ± 0.46
Contig[1081]	GH998825.1	neutral lipase (*Helicoverpa armigera*)	6.98 × 10^−55^	AFI64314	−4.83 ± 0.22	−5.02 ± 0.02
Contig[1486]	GH997709.1	c-5 sterol desaturase erg32-like (*Bombyx mori*)	1.25 × 10^−63^	XP_004922936	−7.75 ± 0.48	−2.80 ± 0.28
Contig[1897]	GH997709.1	c-5 sterol desaturase erg32-like (*Bombyx mori*)	9.20 × 10^−92^	XP_004922936	−7.03 ± 0.05	−2.13 ± 0.02
J-ECB-61_C03	GH987254.1	UDP-glycosyltransferase UGT40K1 (*Bombyx mori*)	7.52 × 10^−47^	AEW43171	2.57 ± 0.14	2.08 ± 0.02
J-ECB-15_G11	GH990690.1	putative 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 4 (*Danaus plexippus*)	3.69 × 10^−43^	EHJ64247	2.65 ± 0.17	2.42 ± 0.06
Contig[4515]	GH987646.1	putative γ-glutamyl hydrolase (*Danaus plexippus*)	2.23 × 10^−70^	EHJ77729	−2.56 ± 0.17	−2.49 ± 0.03
BM2_B12	GH992538.1	estradiol 17-β-dehydrogenase 8-like isoform X1 (*Bombyx mori*)	2.23 × 10^−48^	XP_004928638	−2.24 ± 0.03	−2.30 ± 0.24
Contig[0022]	GH992601.1	alcohol dehydrogenase (*Danaus plexippus*)	2.89 × 10^−53^	EHJ65258	−6.41 ± 0.79	−2.36 ± 0.05
Contig[1778]	GH994839.1	glutaryl-CoA dehydrogenase (*Bombyx mori*)	1.56 × 10^−57^	XP_004932115	−2.50 ± 0.05	−2.63 ± 0.05
gi_133906638	EL929475.1	retinol dehydrogenase 11-like (*Bombyx mori*)	8.18 × 10^−30^	XP_004926801	−10.53 ± 0.93	−10.95 ± 1.40
Contig[0362]	GH997850.1	carbonyl reductase [NADPH] 3-like (*Bombyx mori*)	2.85 × 10^−89^	XP_004929128	−4.82 ± 0.30	−2.14 ± 0.05
**Others**						
Contig[0218]	GH997574.1	NADPH cytochrome b5 reductase (*Spodoptera exigua*)	1.48 × 10^−117^	ADX95747	−2.14 ± 0.01	−2.02 ± 0.01
Contig[5679]	GH988679.1	phosphoserine aminotransferase (*Antheraea pernyi*)	3.47 × 10^−81^	ADO79970	−4.08 ± 0.08	−3.26 ± 0.14
Contig[0535]	GH990867.1	hypothetical protein RR46_06729 (*Papilio xuthus*)	5 × 10^−38^	KPI94278	−2.71 ± 0.11	−2.53 ± 0.43
Contig[1573]	GH998860.1	lipopolysaccharide-induced tumor necrosis factor (*Bombyx mori*)	9.41 × 10^−14^	XP_004928093	2.28 ± 0.07	2.76 ± 0.22
Contig[1868]	GH995418.1	ER protein reticulon (*Aedes aegypti*)	1.16 × 10^−43^	ABF18334	2.74 ± 0.15	2.21 ± 0.02
Contig[1880]	GH995131.1	adipokinetic 3 (*Helicoverpa armigera*)	1.46 × 10^−06^	AGH25546	5.46 ± 1.17	4.09 ± 0.70
Contig[1953]	GH997798.1	prostaglandin reductase 1-like (*Papilio xuthus*)	3 × 10^−145^	XP_013169440	−2.71 ± 0.13	−2.51 ± 0.02
Contig[3515]	GH994781.1	uncharacterized protein LOC101737697 (*Bombyx mori*)	3.96 × 10^−18^	XP_004931375	−3.18 ± 0.28	−2.37 ± 0.08
Contig[5386]	GH996141.1	tetraspanin 42Ee (*Papilio xuthus*)	2.52 × 10^−32^	BAM19943	2.34 ± 0.10	2.04 ± 0.02
ECB-C-04_H06	GH992916.1	tetraspanin D107 (*Plutella xylostella*)	4.23 × 10^−75^	BAD52262	4.16 ± 0.19	2.99 ± 0.04
Contig[4527]	GH989618.1	cytochrome b561 domain-containing protein 1-like (*Bombyx mori*)	1.58 × 10^−17^	XP_004928254	−15.05 ± 1.90	−5.28 ± 1.18
Contig[4714]	GH990109.1	X box binding protein-1 (*Papilio xuthus*)	3.94 × 10^−21^	BAM18272	2.73 ± 0.13	2.28 ± 0.08
Contig[5050]	GH993665.1	salivary secreted peptide-like (*Bombyx mori*)	9.36 × 10^−10^	XP_004925327	2.94 ± 0.16	4.92 ± 0.13
Contig[5119]	GH997971.1	similar to CG3625 CG3625-PB isoform 2 (*Tribolium* *castaneum*)	7.17 × 10^−58^	EFA08684	−2.63 ± 0.09	−2.44 ± 0.08
Contig[5143]	GH995296.1	CTL-like protein 2-like, partial (*Bombyx mori*)	3.51 × 10^−49^	XP_004928594	2.26 ± 0.06	2.17 ± 0.03
Contig[5228]	GH988628.1	putative C1A cysteine protease precursor (*Manduca* *sexta*)	1.21 × 10^−130^	ADN19567	2.31 ± 0.09	3.42 ± 0.18
Contig[5707]	GH988628.1	myosin light polypeptide 9 isoform B (*Bombyx* *mori*)	3.54 × 10^−91^	NP_001103768	2.28 ± 0.08	2.53 ± 0.04
Contig[5715]	GH995679.1	putative dsRNase (*Danaus plexippus*)	1.68 × 10^−151^	EHJ64029	−3.7 ± 0.28	−2.54 ± 0.23
Contig[5729]	GH990820.1	SEC14-like protein 2-like (*Bombyx mori*)	6.23 × 10^−78^	XP_004930377	−4.23 ± 0.21	−2.79 ± 0.23
Contig[5837]	GH992838.1	unknown unsecreted protein (*Papilio xuthus*)	6.81 × 10^−15^	BAM18795	2.54 ± 0.08	3.09 ± 0.07
Contig[5872]	GH990179.1	suppressor of profilin 2 (*Papilio polytes*)	7.76 × 10^−125^	BAM20384	2.73 ± 0.04	2.20 ± 0.05
Contig[5929]	GH990692.1	unknown (*Picea* *sitchensis*)	3.96 × 10^−5^	ABK24774	3.98 ± 0.23	2.45 ± 0.09
ECB-01_G02	GH997211.1	putative actin-related protein 2/3 complex subunit 2 (*Papilio xuthus*)	4 × 10^−141^	KPI99849.1	2.45 ± 0.08	2.10 ± 0.06
ECB-02_H03	GH997311.1	saposin-like protein (*Bombyx* *mori*)	4.48 × 10^−102^	ADU03994	2.84 ± 0.46	2.87 ± 0.30
ECB-11_E02	GH997992.1	lipoyltransferase 1, mitochondrial-like isoform X1 (*Bombyx mori*)	5.91 × 10^−7^	XP_004930070	−3.47 ± 0.13	−2.34 ± 0.01
ECB-11_E06	GH997996.1	peroxisomal membrane protein 11C-like (*Bombyx mori*)	2.71 × 10^−18^	XP_004925254	−5.13 ± 0.42	−2.69 ± 0.12
ECB-14_B03	GH998214.1	ubiquitin conjugating enzyme E2 (*Danaus plexippus*)	3.08 × 10^−125^	EHJ71699	2.54 ± 0.10	2.72 ± 0.06
ECB2_C08	GH996766.1	farnesyl diphosphate synthase (*Bombyx* *mori*)	1.76 × 10^−26^	BAF62113	−2.96 ± 0.28	−2.64 ± 0.04
ECB-23_E01	GH999038.1	alpha-tocopherol transfer protein-like (*Bombus* *terrestris*)	1.57 × 10^−30^	XP_003494152	3.63 ± 0.04	2.88 ± 0.12
ECB-26_F05	GH999293.1	spaghetti squash (*Papilio xuthus*)	9.83 × 10^−4^	BAM20106	2.26 ± 0.18	2.57 ± 0.05
ECB-C-05_C05	GH992946.1	lysine-specific demethylase 6A-like (*Bombyx mori*)	1.41 × 10^−5^	XP_004932357	6.49 ± 0.60	5.50 ± 0.94
ECB-C-06_B02	GH993009.1	hypothetical protein KGM_13045 (*Danaus plexippus*)	3.22 × 10^−15^	EHJ67514	−3.50 ± 0.17	−2.68 ± 0.14
ECB-C-11_A06	GH993413.1	hypothetical protein KGM_21983 (*Danaus plexippus*)	9.75 × 10^−4^	EHJ65944	−4.22 ± 0.87	−3.00 ± 0.13
ECB-V-05_D03	GH994574.1	hypothetical protein KGM_08118 (*Danaus plexippus*)	1.09 × 10^−43^	EHJ71129	3.25 ± 0.16	2.68 ± 0.07
ECB-V-07_C07	GH994728.1	hypothetical protein KGM_13882 (*Danaus plexippus*)	5.67 × 10^−10^	EHJ75224	3.37 ± 0.03	2.19 ± 0.06
ECB-V-07_D03	GH994735.1	similar to CG6040 (*Papilio polytes*)	2.69 × 10^−34^	BAM19302	6.60 ± 0.67	6.08 ± 0.06
ECB-V-14_C12	GH995289.1	vacuolar protein sorting 37B (*Danaus plexippus*)	8.09 × 10^−64^	EHJ74800	2.30 ± 0.03	2.82 ± 0.06
ECB-V-23_C10	GH996010.1	putative growth hormone regulated TBC protein 1 (*Danaus plexippus*)	8.68 × 10^−88^	EHJ70386	2.27 ± 0.06	2.10 ± 0.02
ECB-V-25_C10	GH996179.1	hypothetical protein CAEBREN_00117 (*Caenorhabditis brenneri*)	6.84 × 10^−7^	EGT31568	5.91 ± 0.44	6.27 ± 0.19
ECB-V-25_F09	GH996208.1	presqualene diphosphate phosphatase-like (*Bombyx mori*)	2.97 × 10^−42^	XP_004934264	3.46 ± 0.17	3.21 ± 0.02
gi_133905779	EL928629.1	vanin-like protein 1 precursor (*Papilio xuthus*)	5.08 × 10^−16^	BAM18114	−9.20 ± 1.07	−5.67 ± 0.21
gi_133906199	EL929039.1	hypothetical protein KGM_15512 (*Danaus plexippus*)	1.13 × 10^−7^	EHJ79041	3.17 ± 0.36	2.58 ± 0.14
gi_133906419	EL929259.1	lipophorin receptor protein (*Spodoptera litura*)	8.96 × 10^−5^	ADN04911	2.64 ± 0.03	2.44 ± 0.03
J-ECB-06_D11	GH991264.1	aquaporin (*Bombyx* *mori*)	8.49 × 10^−69^	AFC34081	−9.45 ± 1.07	−3.20 ± 0.09
J-ECB-17_A10	GH991305.1	ras-related protein Rab-18-like (*Bombyx mori*)	7.05 × 10^−46^	XP_004926852	2.42 ± 0.20	2.36 ± 0.20
J-ECB-21_G07	GH989088.1	leucine-rich repeat-containing protein 70-like (*Bombyx mori*)	2.34 × 10^−26^	XP_004930073	2.56 ± 0.08	2.33 ± 0.06
J-ECB-29_G03	GH992468.1	IST1 homolog (*Bombyx mori*)	5.86 × 10^−69^	XP_004931988	5.72 ± 0.41	6.66 ± 0.33
J-ECB-33_G10	GH989292.1	transmembrane protein 205-like (*Bombyx mori*)	1.29 × 10^−26^	XP_004923868	2.66 ± 0.20	3.41 ± 0.12
J-ECB-35_F06	GH990233.1	heme oxygenase (*Bombyx* *mori*)	6.66 × 10^−48^	NP_001040361	2.29 ± 0.10	2.22 ± 0.03
J-ECB-38_B03	GH991444.1	inhibitor of growth protein 3-like (*Bombyx mori*)	2.09 × 10^−33^	XP_004931798	2.75 ± 0.17	2.06 ± 0.02
J-ECB-39_H09	GH992207.1	extracellular domains-containing protein CG31004-like isoform X1 (*Bombyx mori*)	4.65 × 10^−70^	XP_004925418	3.36 ± 0.20	2.67 ± 0.05
J-ECB-41_A03	GH988071.1	ankyrin-2-like (*Bombyx mori*)	1.06 × 10^−17^	XP_004926186	3.23 ± 0.41	3.66 ± 3.47
J-ECB-43_F12	GH989190.1	EF-hand domain-containing protein CG10641-like (*Bombyx mori*)	4.24 × 10^−70^	XP_004931797	8.91 ± 0.44	7.79 ± 0.11
J-ECB-47_A02	GH990851.1	hepatocyte growth factor-regulated tyrosine kinase substrate-like (*Bombyx mori*)	3.71 × 10^−39^	XP_004932480	3.77 ± 0.01	3.78 ± 0.25
J-ECB-49_H10	GH992172.1	cystathionine γ-lyase (*Bombyx mori*)	1.28 × 10^−19^	NP_001040113	6.29 ± 0.33	2.97 ± 0.08

* S:Plant and R:Plant denote S- and R-strain larvae, respectively, fed transgenic corn leaves expressing Cry1Ab. **#** Each contig sequence has multiple GenBank EST ID, but the listed ID represents the EST of longest sequence deposited in GenBank.

**Table 3:** Sequences of primers used in RT-qPCR analysis.

Putative Gene Name	EST ID	GenBank EST ID	Primer Sequences 5′–3′	Strain
Chymotrypsin-like	Contig[0130]	GH999462	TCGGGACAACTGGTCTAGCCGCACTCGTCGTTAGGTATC	S
Chymotrypsin-like	Contig[0147]	GH998267	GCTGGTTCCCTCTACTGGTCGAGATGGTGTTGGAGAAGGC	S
Trypsin	ECB-C-18-B11	GH994018	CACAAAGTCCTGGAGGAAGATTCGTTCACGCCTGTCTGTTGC	S
Chymotrypsin-like	Contig[4021]	GH987247	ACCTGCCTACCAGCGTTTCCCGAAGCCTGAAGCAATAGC	S
Chymotrypsin-like	Contig[0573]	GH999314	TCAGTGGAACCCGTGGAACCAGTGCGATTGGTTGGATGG	S
Trypsin-like	Contig[3466]	GH997407	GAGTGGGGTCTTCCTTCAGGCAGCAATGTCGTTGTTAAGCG	S
Trypsin-like	Contig[3118]	GH990367	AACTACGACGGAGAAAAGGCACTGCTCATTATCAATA	S
Trypsin-like	Contig[0293]	GH997809	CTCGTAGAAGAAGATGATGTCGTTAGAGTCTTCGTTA	S
Serine protease	Contig[2151]	GH996088	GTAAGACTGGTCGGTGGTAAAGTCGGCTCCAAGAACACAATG	S
Aminopeptidase N	ECB-V-02-D07	GH994338	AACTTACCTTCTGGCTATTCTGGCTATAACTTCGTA	S
Aminopeptidase N	ECB-V-05-D12	GH994609	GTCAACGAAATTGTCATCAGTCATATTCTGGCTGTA	S
Chymotrypsin-like	Contig[1519]	GH999020	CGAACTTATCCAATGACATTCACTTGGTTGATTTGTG	R
Trypsin	Contig[0113]	GH998291	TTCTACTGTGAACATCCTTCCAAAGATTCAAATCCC	R
Aminopeptidase N	J-ECB-41_F04	GH988241	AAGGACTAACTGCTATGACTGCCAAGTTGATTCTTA	R
Trypsin-like	Contig[0578]	GH996481	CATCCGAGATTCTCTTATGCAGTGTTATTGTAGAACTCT	S and R
Trypsin-like	Contig[0039]	GH997464	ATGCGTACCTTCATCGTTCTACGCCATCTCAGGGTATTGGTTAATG	S and R
Trypsin precursor	Contig[0243]	GH998064	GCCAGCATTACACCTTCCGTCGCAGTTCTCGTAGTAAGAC	S and R
Aminopeptidase N	Contig[1398]	GH9910376	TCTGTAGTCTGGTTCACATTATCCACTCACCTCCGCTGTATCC	S and R
Aminopeptidase N	Contig[4776]	GH998970	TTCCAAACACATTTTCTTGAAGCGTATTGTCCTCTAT	S and R
Aminopeptidase N	Contig[5112]	GH997440	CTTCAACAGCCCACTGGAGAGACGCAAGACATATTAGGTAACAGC	S and R

## Supplementary Materials

Supplementary materials can be found at www.mdpi.com/1422-0067/18/2/301/s1.

# Supplementary material for: Comparisons of Transcriptional Profiles of Gut Genes between Cry1Ab-Resistant and Susceptible Strains of Ostrinia nubilalis Revealed Genes Possibly Related to the Adaptation of Resistant Larvae to Transgenic Cry1Ab Corn
**Source:** Int J Mol Sci. 2017 Jan 30;18(2):301. doi: 10.3390/ijms18020301
**Supplement:** Supplementary file 1

# Supplementary Materials: Comparisons of Transcriptional Profiles of Gut Genes between Cry1Ab-Resistant and Susceptible Strains of *Ostrinia nubilalis* Revealed Genes Possibly Related to the Adaptation of Resistant Larvae to Transgenic Cry1Ab Corn

Jianxiu Yao, Yu-Cheng Zhu, Nanyan Lu, Lawrent L. Buschman and Kun Yan Zhu

**Table S1.** The complete list of gut genes in R- and S-strain larvae of *O. nubilalis* with significantly differential expression after fed transgenic Cry1Ab corn leaves as compared with those fed non-transgenic corn (control) leaves.

\* S:Cry1Ab corn and R:Cry1Ab corn denote S- and R-strain larvae fed transgenic corn leaves expressing Cry1Ab toxin, respectively. # Each contig sequence has multiple Genbank EST ID and the listed ID represents the ID of the longest EST sequence in GenBank.

**Table S2.** List of 48 common differentially expressed gut genes in S-strain larvae fed artificial diet containing Cry1Ab protoxin as compared with those fed artificial diet without Cry1Ab protoxin, and S- and R-strain larvae fed transgenic corn leaves expressing Cry1Ab toxin as compared with those fed non-transgenic corn leaves.

---

“\*” S:protoxin denotes the S-strain larvae fed artificial diet containing Cry1Ab protoxin at the LC<sub>50</sub> concentration; S:Cry1Ab corn and R:Cry1Ab denote the S- and R-strain larvae fed transgenic corn leaves expressing Cry1Ab, respectively. “#” Each contig sequence has multiple Genbank EST IDs and the listed ID represents the ID of the longest EST sequence in GenBank. “n/a” The sequence does not have functional descriptions in NCBI database.

**Table S3.** List of differentially expressed gut genes in S and R-strain larvae fed non-transgenic corn leaves.

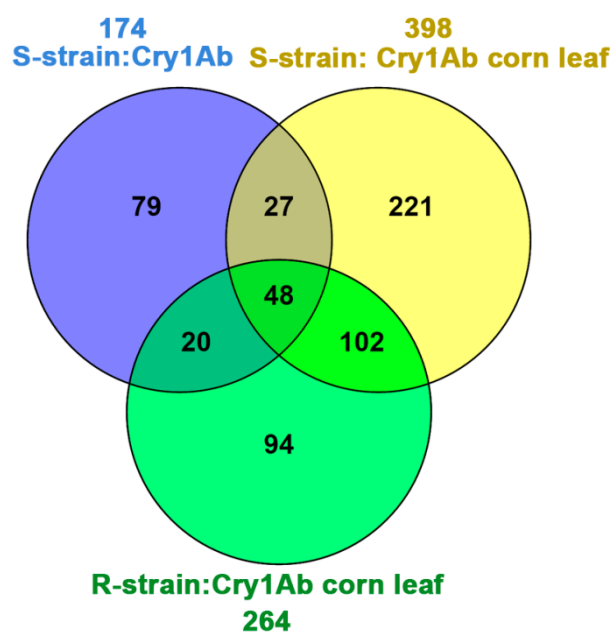

**Figure S1.** A Venn diagram showing the number of differentially expressed gut genes in S- and R-strain larvae of *O. nubilalis* fed transgenic corn leaves expressing Cry1Ab toxin and in S-strain larvae fed artificial diet containing Cry 1Ab protoxin. S-strain:Cry1Ab (slate blue) denotes S-strain larvae fed artificial diet containing Cry1Ab protoxin (LC<sub>50</sub>) (18], whereas S-strain:Cry1Ab corn leaf (yellow) and R-strain:Cry1Ab corn leaf (green) denote S- and R-strain larvae fed transgenic corn leaves expressing Cry1Ab, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

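Gut RNA of O. nubilalis larvae was measured on 16 single-colour Agilent arrays with 12972 non-control probes, 4 arrays for each of S- and R-strains on transgenic and non-transgenic corn leaves. Each array held the RNA of a pool of 5 guts taken after 6 h of feeding. The sample labels and the methods of the paper give the same groups, and no sample was left out. The deposited description of the series gives another number of experiments and gut samples. The labels and the methods were followed.

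For each array the authors deposited the spot intensity that Agilent Feature Extraction gives after background subtraction and detrending, beside the mean intensity of each spot, its local background and its quality marks. The authors also deposited a table of log2 values. On each array these equal the log2 processed signal minus a constant that lies 0.0084 to 0.023 from the log2 75th percentile of the non-control probes, after the 97 signals under 1 had been raised to 1. The authors' deposited log2 values are not summarised over the probes of a gene.

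The deposited processed signal was used here. Its log2 was scaled by subtracting the 75th percentile of the non-control probes of the array. Spots marked as non-uniform or population outliers were left out. A probe was kept when it was well above background on at least 4 of the 16 arrays, which left 11160 probes. Between 9244 and 11010 probes per array were well above background. Arrays give no counts, so their number and the spread between them set the precision.

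The deposited files do not pair probes with genes, although the planned analysis had assumed gene values. Probes were therefore grouped by sequence alone. Probes that share an exact overlap of at least 20 bases at their ends, directly or through other probes, formed 5256 probe groups, of which 2599 held 1 probe, 1361 held 2 to 4 and 1263 held 5. The largest held 51. The value of a group was the mean of its kept probes. A spot left out in a group of several probes took the mean of its probe over the other arrays of the same strain and corn. A probe with every spot of a strain and corn left out was removed from its group on every array, which concerned 52 probes in 48 groups. This rule was set after values had been seen, including those of Contig[5112] and the paper's, when such groups were found to be measured by different probes in different conditions. It changed the direction of Contig[5112] in R-strain to that of the paper, and both values are given.

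Gene names were taken only from the primers in Table 3 of the paper. A probe was assigned to a gene when it shared at least 18 consecutive bases with the printed primers, a limit chosen on sequences before expression values were compared. This matched 6 of the 20 genes, Contig[0130], ECB-C-18-B11, Contig[0293], Contig[0039], Contig[1398] and Contig[5112]. The other genes that the paper names were not analysed here.

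The 4685 probe groups with a kept probe were fitted with limma 3.58.1 in R 4.3.3, with the 4 groups of arrays in the same fit and empirical Bayes moderation. The contrasts were the corn response in each strain, the difference of these responses between strains, and the difference between strains on each corn. The overlap of the corn responses was tested with Fisher's exact test, and their sizes were compared by an orthogonal slope through the origin. For the 6 matched genes the Benjamini-Hochberg adjustment was also made over the list. Adjusted over the list alone, 6 of 6 were under 0.05 for the corn response in S-strain, 2 for that in R-strain and 6 for the difference between strains, against 6, 2 and 4 over all probe groups tested. The study chose these genes on the same samples, so the adjustment over the list is not independent evidence.

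The genes named in the text are those that the paper names and that matched a probe. Probe groups without a name were ranked in each contrast by their rise or fall among those past the threshold. The group had to be above background on every array of at least 1 condition. The arrays of the conditions compared were not to overlap, which was not asked for the difference between strains. A few of the first for the corn response in S-strain and the first fall in R-strain are named. Those of the other rankings are not. For this ranking, an array on which no probe of a group was above background was set to at least the lowest signal among the probes above background on that array. This handling of dim arrays was changed after a first ranking had been seen.

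The fit was tested on simulated data, after a first fit of the deposited values. Each probe had its mean and each probe group its pooled spread, the same for all arrays, with independent normal values. Unequal spreads of arrays or strains and dependence between probe groups were not simulated, so the numbers do not cover them. Of 200 probe groups changed by 1.5 on the log2 scale in S-strain, 172 were past the threshold for the corn response in S-strain and 144 for the difference between strains. Of 200 changed by 0.75 in R-strain, 5 were past it. With no change simulated, 0 to 2 of 4685 were past it for each contrast. A slope of 0.5 between the strains was recovered as 0.477 over the 200 changed probe groups. The slope over all probe groups was not tested in this way.

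The alternatives set before the data were examined were other background corrections and scalings, the authors' deposited log2 values, other filters on dim or outlying spots, other summaries of the probes, fits on fewer arrays, other moderation, array weights, blocks by the numbers in the labels, each array left out in turn, the test of the paper's methods and other thresholds. Other overlaps for grouping the probes, single probe sequences and a block by slide row were added after the data had been seen, as was the alternative that keeps probes without spots in a condition, which is the earlier handling. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, data.table 1.17.8 and matplotlib 3.10.9. The RT-qPCR of Figure 3, the bioassays and the earlier experiment with artificial diet were not analysed here.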

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

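The splits of the strain labels, the test without the R-strain array of transgenic corn replicate 1 and the handling of probes without spots in a condition were chosen after the results had been seen.

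The difference of the corn response between strains was past the threshold for 323 probe groups, a difference between strains under the same contrast. When the strain labels were rearranged within each corn, after the mean of each strain had been subtracted, 1 of 100 splits, the real one, gave as many probe groups. The largest number from another split was 44. This argues against chance, but 100 splits cannot give a lower share than 1 of 100. These splits replaced a first set, of the corn labels within each strain, after its result had been seen, because that set tests for no corn response in either strain. In it 3 of 99 other splits gave as many. A larger spread between the R-strain arrays would lower their number of changed probe groups, but the median SD between replicate arrays of R-strain was 0.854 times that of S-strain. The S-strain array with the fewest probes above background, transgenic corn replicate 1, does not account for the larger number in S-strain, which was 929 without it. Nor do dim probes, since among probes well above background on all 16 arrays 782 probe groups were past the threshold in S-strain and 378 in R-strain. The R-strain array of transgenic corn replicate 1 had the lowest weight of all arrays, 0.296. Without it the number in R-strain rose from 445 to 570, which is still under the 964 of S-strain. Saturation on the brighter R-strain slide would act on bright probes, whereas among the probe groups of middle signal the spread of the log2 ratios net of the replicate variance in R-strain was 0.687 times that in S-strain. Each slide held 1 strain, so a difference between the slides stays open beside a biological difference between the strains, which was not tested apart from it.

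The corn response of Contig[0130] differed between the strains by 1.14 on the log2 scale. It was past the threshold by little. In 10 of the 16 fits that leave out an array it was not past it, with a log2 difference down to 0.95 without S-strain non-transgenic corn replicate 3. With quantile normalization it was 1.09, with a median shift 1.11 and with normexp 1.075, none of them past the threshold. Nor was it past it with no filter on dim probes or with outlier spots kept. No biological explanation was tested.

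The corn response of Contig[1398] differed between the strains by 1.97, with a fall in S-strain and a rise in R-strain. It was past the threshold under 37 of 37 alternatives. That of Contig[5112] differed by 1.23. This value comes from 1 probe, since every spot of the other was marked as an outlier on the R-strain arrays of non-transgenic corn, and with those spots kept it was 0.855 and not past the threshold. With normexp it was 0.77, not past it either. Both corns shared each slide, so an offset of a slide cancels in each corn response. A compressed signal on a slide would shrink a response but not reverse its sign. For Contig[1398] the log2 ratio was -1.09 in S-strain and 0.87 in R-strain (SE 0.21 each), without overlap of the arrays. These opposite signs argue against an offset or compression of a slide for this gene. For Contig[5112], which fell in both strains, slide stays open. Related genes that share probe sequence and the resistance of the strain were not tested apart for either gene.

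The number of probes above background, the 75th percentile of the signal and the 6 matched genes were checked for an array far from the others, in 32 sets of 4 arrays. Chance marks about 1 in 20 such sets. S-strain replicate 2 on transgenic corn stood apart for Contig[1398], at a log2 value of -0.74, and R-strain replicate 4 on transgenic corn stood apart for Contig[0293], at 0.15. These are 2 of the 32, about as many as chance gives, and neither array stood apart in its signal. Without the first, the log2 ratio of Contig[1398] in S-strain was -0.93 and not past the threshold. No biological explanation was tested.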

How the results depend on the processing

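The other overlaps for grouping, the single probe sequences, the slide row and the leaving out of probes without spots in a condition were chosen after the data had been seen, and the earlier handling of such probes is given as an alternative.

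The number past the threshold in S-strain exceeded that in R-strain under 27 of 27 alternatives with all arrays. Leaving out each array gave 881 to 984 probe groups for the corn response in S-strain, 351 to 570 for that in R-strain, 199 to 363 for the difference of the corn response between strains, 888 to 940 for the strain difference on non-transgenic corn, 1045 to 1156 for the strain difference on transgenic corn, 207 to 343 shared by both corn responses and 4 to 6 of the 6 matched genes in S-strain. The difference between strains depended on R-strain replicates 1 and 2 on non-transgenic corn, with 204 and 199 probe groups without them in place of 323. The slope of R-strain on S-strain ran from 0.505 to 0.692.

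A ratio of at least 1.5 asks for less and gave 1604, 806, 1498, 1797 and 537 for the corn responses in S- and R-strain, the strain differences on non-transgenic and transgenic corn, and the shared responses. A ratio of at least 3 gave 414, 143, 512, 574 and 76 in the same order, with 175 for the difference between strains and 2 of the matched genes. No minimum ratio gave 1828, 928, 1752, 2108 and 652. For the difference between strains, the unadjusted p gave 602 and an adjusted p under 0.01 gave 107.

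Normexp moved the median log2 ratio of all probe groups to 0.52 for the corn response in S-strain, -0.41 for the difference between strains, -0.27 for the strain difference on non-transgenic corn and -0.64 for that on transgenic corn, and its numbers are relative to these shifts. It gave 213 for the corn response in R-strain, 55 for the difference between strains, 458 and 1853 for the strain differences on non-transgenic and transgenic corn and 119 shared. The strain difference on non-transgenic corn had a median of -0.06, and of 0.07 with a median shift and 0.06 with quantile normalization. Array weights gave 732 for the corn response in R-strain, 506 for the difference between strains and a slope of 0.734. Each distinct probe sequence on its own, which raises the number of units from 4685 to 10930, gave 2149, 940, 643, 2153, 2464 and 582 for the corn responses in S- and R-strain, their difference, the strain differences on non-transgenic and transgenic corn and the shared responses. For normexp and the array weights the cause was not tested.

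Among probe groups of at least 3 probes past the threshold for the strain difference on non-transgenic corn, the percentage whose probes differ in direction was 3.87%. It was 0.662% with normexp, 0.532% with only probes above background on all arrays, 6.085% at a ratio of at least 1.5 and 3.01% to 4.545% without an array. The cause was not tested.

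The numbers in the labels do not pair the arrays. The correlations of same-numbered arrays, as deviations from the means of their groups, ran from -0.094 to 0.041 in S-strain and from -0.237 to 0.172 in R-strain. The replicate block by the number of the label gave 931 in S-strain, 412 in R-strain and 191 for the difference between strains. The replicate block by the number of the array file gave 421 in R-strain. A block by slide or scan was not run, because each slide holds 1 strain.

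For the 6 matched genes and the first probe groups of each ranking, 1855 results under an alternative kept their direction and their side of the threshold. Of the others, 50 were no longer past it, 16 came past it and 4 changed direction. Contig[5112] had a log2 ratio of -0.07 for the strain difference on non-transgenic corn, which was 0.059 with a median shift, 0.163 with outlier spots kept and 0.03 without S-strain non-transgenic corn replicate 1. Among the fits that leave out an array, the lowest was -0.154, without replicate 2 of the same strain and corn, and with the earlier handling of probes without spots it was -0.886. For the corn response in R-strain, Contig[5112] changed from -0.47 to 0.214 when the probe without spots on non-transgenic corn was kept for the other arrays, because that probe then counts in only some conditions. Signal over background limits the ratios of dim probe groups. For the corn response, 49 probe groups past the threshold in S-strain and 12 in R-strain were not above background on any array of a condition.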

Differences from the paper's values

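The paper counts 2895 genes on the array, which is the paper's value, while the probe sequences form 5256 probe groups here, so the numbers are not on the same unit. The errors that the paper gives for its ratios are standard errors.

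For the corn response in S-strain, 964 probe groups were past the threshold and the paper's number is 398 genes. Of the 30 alternatives set before the data were examined, a ratio of at least 3 (414) came within 1.5 times, and the others did not. For R-strain the number was 445 and the paper's is 264. Of 32 such alternatives, normexp (213), only probes above background on all arrays (378), a majority of the probes past the threshold (393), the adjusted test of the paper's methods (367), an adjusted p under 0.01 (307) and the fits without R-strain non-transgenic corn replicate 1 or 2 or transgenic corn replicate 2, 3 or 4 came within 1.5 times, and the others did not.

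In S-strain 427 rose and the paper's number is 199, within 1.5 times only at a ratio of at least 3, and 537 fell and the paper's number is 199, within it only with normexp and at a ratio of at least 3. In R-strain 282 rose and the paper's number is 145, within it only with normexp and at an adjusted p under 0.01. In both strains 81 fell and the paper's number is 40, within it only with normexp, without R-strain transgenic corn replicate 2 or 3, with the adjusted test of the paper's methods, at a ratio of at least 3 and at an adjusted p under 0.01. In both strains 176 rose and the paper's number is 34, within it only at a ratio of at least 3. These exceptions are among the alternatives set before the data were examined, and the others did not come within 1.5 times.

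The expression ratio of Contig[0039], with falls written as negative, was -1.91 in S-strain and the paper's is -3.63, and it was -1.12 in R-strain and the paper's is -2.01. That of Contig[5112] was -1.39 in R-strain and the paper's is -2.32. That of Contig[1398] between strains on non-transgenic corn was -1.23 and the paper's, in Table S3, is -2.45. None of the alternatives set before the data were examined brought any of these 4 within the larger error. The value of Contig[0039] is the mean of 10 probes, and the 5 with its primers were not tested alone.

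The paper lists Contig[0039] as down-regulated in both strains. Here its fall in S-strain was past the threshold with normexp, without S-strain transgenic corn replicate 3, at a ratio of at least 1.5 and with no minimum ratio, and its fall in R-strain under none of the alternatives. The paper lists Contig[5112] as down-regulated in R-strain. Here its log2 ratio was -0.47, past the threshold only with no minimum ratio. The paper lists Contig[1398] as up-regulated in R-strain. Here its log2 ratio was 0.87, past the threshold with array weights (1.025), at a ratio of at least 1.5 and with no minimum ratio.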

Other observations

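The reading of the test for sequence variants and the comparison of directions among bright probes and with normexp were settled after the results had been seen.

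Other splits of the arrays of a comparison into 4 and 4 were fitted in the same way. The contrasts were the corn responses in S-strain and in R-strain and the strain differences on non-transgenic and on transgenic corn. For each, 1 of 35 splits, the real one, gave as many probe groups past the threshold. This argues against chance, but 35 splits cannot give a lower share than 1 of 35. The largest number from another of these splits was 3, and the split by slide row gave 0 for each.

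The paper does not report the contrast between R- and S-strain larvae fed transgenic corn leaves. In it 1130 of 4672 probe groups were past the threshold, 552 higher and 578 lower in R-strain. This balance depended on the processing. With normexp 207 were higher and 1646 lower, with quantile normalization 681 and 490, and with a median shift 633 and 509. Contig[1398] was 3.18-fold higher in R-strain on this corn (limma adjusted p = 2.16e-05, higher on 4 of 4 arrays than on any array of S-strain), and Contig[0293] was 3.54-fold higher (limma adjusted p = 0.000279, higher on 4 of 4 arrays).

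In Figure 3, the paper reports from RT-qPCR a lower level of Contig[1398] in R-strain without exposure to Cry1Ab. On the arrays its log2 ratio of R- to S-strain on non-transgenic corn was -0.30 (limma adjusted p = 0.284), within the spread between replicates.

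A sequence variant between the strains under a probe is a candidate explanation for part of the strain differences. Of the probe groups with at least 3 probes past the threshold, 3.87% on non-transgenic corn and 2.68% on transgenic corn had probes that changed in different directions, against 0.99% and 1.27% for the corn responses in S- and R-strain. With only probes above background on all arrays there were 1 of 188 and 1 of 212 such probe groups for the strain differences against 0 of 219 and 0 of 119 for the corn responses, and with normexp 1 of 151 and 5 of 581 against 0 of 218 and 0 of 64. These are too few to compare, so the directions do not decide for variants. Probes of a group that share at most 10 bases lay 1.552 times as far apart in log2 ratio for the strain differences as for the corn responses. Probes that share at least 55 bases, which variants would part less, lay 1.303 times as far apart, so it stays open how much comes from variants and how much from larger differences between the strains.

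For the strain differences, 0 slides held arrays of both strains. Slide and scan therefore cannot be told apart from the strains for the probe groups past the threshold in these comparisons.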
